A study of Mus musculus with 10 samples. Its data were reported in "Reversal of Alopecia Areata Following Treatment With the JAK1/2 Inhibitor Baricitinib" (2015).

How the data were processed

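Skin of C3H/HeJ mice that had been grafted with skin from affected mice, a model in which alopecia areata (AA) is transferred to the recipients, was profiled at week 12. Mice received baricitinib, an inhibitor of the kinases JAK1 and JAK2, or vehicle by implanted pump from the time of grafting. The series held 10 arrays, 5 from baricitinib treated and 5 from vehicle control mice, with 1 array per mouse. Group and replicate number were taken from the sample titles alone, and these choices, the tests and the gene lists were fixed before the data were examined.

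RNA was amplified and labelled with NuGen kits and hybridised to Affymetrix mouse genome arrays, on which a gene is read by 1 or several probe sets. The deposited values were log2 expression values per probe set, made by the authors with RMA, which corrects the background, gives every array the same distribution of probe intensities and summarises the probes of each set. RMA was run on this experiment separately from the study's other experiments; its version was not given in the sources used here. Because RMA gives arrays a common distribution, a general loss of signal on 1 array is turned into gene-by-gene shifts rather than a lower mean. The array means were therefore between 6.43 and 6.45 log2 and could not show a weak sample. The precision that can be stated is limited by the number of mice and by the spread between arrays. The study's methods removed 1 vehicle array of this experiment after quality control. The labels do not name it, so all 10 arrays entered each main comparison and each array was also left out in turn.

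The table held 45101 probe sets. The 64 control probe sets were set aside and 45037 were tested, with no filter. In the platform annotation 34945 probe sets had 1 gene symbol, 932 had several and 9160 had none; the last 2 kinds were tested but never named. Symbols were checked against the RefSeq gene table for assembly GRCm38.p6 and 0 were updated. The named probe sets covered 18193 genes, and a gene was represented by its probe set with the highest mean over all arrays. No coordinates are given because the array table has none.

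Baricitinib and vehicle were compared with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all tested probe sets, threshold 0.05). Differences are given as baricitinib minus vehicle on the log2 scale, so that a difference of -1 is a halving. Gene lists were tested with fry in limma, whose p asks whether the genes of a list move on balance in 1 direction, with adjustment over 36 lists. The lists held 491 different genes, of which 430 were measured. Camera, which compares a list with all other genes, was run with a preset correlation of 0.01 and with an estimated correlation.

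Scores of the Alopecia Areata Disease Activity Index (ALADIN) were computed for its interferon (IFN), cytotoxic T lymphocyte (CTL) and hair keratin (KRT) signatures. Each probe set was expressed as a z-score against the mean and SD of the vehicle arrays, averaged over the probe sets of a gene and then over genes. Of the 5 IFN genes 4 were measured, and 1 was not analysed here. Group means of each score were compared with an exact permutation test, two-sided, over all 252 assignments of the 10 arrays, with the score recomputed for each. Its smallest p is 0.00397, and adjustment was over the 3 scores.

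Genes were named by a rule fixed in advance. It took every ALADIN gene, the 12 largest differences in each direction among genes past the threshold, and of each list up to 3 members past the threshold or else the 1 member with the largest difference. No gene passed, so the second part gave 0 genes and the rule named 45 in all, 13 from ALADIN and 35 from the lists, with some named by both. The calculation was tested on simulated data with the spread of the real arrays. At a false discovery rate of 0.05 it recovered 18% of 100 probe sets changed by 1 log2 unit and 66% of 100 changed by 2 units among 45037 with all 10 arrays. With vehicle replicate 5 left out it recovered 51% and 83%.

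RNA quality was read from the deposited control probe sets as the mean difference between the 3' and 5' probe sets of Gapdh and beta-actin, which widens when RNA is degraded or amplified short. The spiked bioB, bioC and bioD transcripts, added in a fixed amount before hybridisation, were averaged over 7 probe sets. All 10 arrays had Xist values above 10 log2 and Y-linked genes below 4, so none stood out by sex. No array held the values of another.

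Alternatives fixed before the data were examined were a filter on dim probe sets, centring, quantile and cyclic loess normalisation of the deposited values, array quality weights, the replicate number as a block, RNA quality as a covariate, each array left out in turn, eBayes with trend and robust settings, 1 probe set per gene, removal of probe sets that can match several transcripts, a fold minimum of 2, other list tests and thresholds, and other forms of the ALADIN scores. Leaving out vehicle replicate 5 together with each other array in turn, or together with the RNA quality covariate or camera, was chosen after seeing the data.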

Results

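Gene expression in grafted C3H/HeJ skin was measured at week 12 in 5 mice treated with baricitinib and 5 vehicle control mice, to define how systemic JAK inhibition begun at grafting altered the inflammatory and hair follicle programs of the skin. Each of the 10 arrays gave log2 values for 45037 probe sets. Any 2 of 9 arrays correlated with r between 0.946 and 0.994, whereas vehicle replicate 5 correlated with the others at 0.697 to 0.729 and had a smaller spread of values (SD 2.28 against 2.71 to 2.79 log2). Its spiked control transcripts were at 13.25 log2, against 11.21 to 11.99 on the other arrays. Without that array the spiked controls still differed between groups. They were at 11.32 ± 0.09 log2 in baricitinib treated and 11.66 ± 0.29 in vehicle control skin (SD, n = 5 and 4, exact permutation p = 0.0317). RNA quality also differed between groups. The 3'/5' gap of Gapdh and beta-actin was 1.06 ± 0.08 log2 in baricitinib treated skin and 2.89 ± 1.40 in vehicle control skin (SD, n = 5 each, exact permutation p = 0.0317). Vehicle replicate 4 was the single vehicle array with a gap as small (1.01) as those of the baricitinib arrays (0.99 to 1.18). The gaps of the other vehicle arrays were wider, up to 4.35. Spiked controls of vehicle replicate 4 (11.33 log2) also lay within the baricitinib range of 11.21 to 11.43, below vehicle replicates 1 to 3 (11.52 to 11.99). Because the gap hardly varied among baricitinib arrays, adjustment for it rested almost wholly on the vehicle arrays. Such adjustment cannot separate RNA quality from treatment. Values without vehicle replicate 5 are therefore given beside those from all arrays for the counts, scores and most lists, and for named genes whose difference it moved by over 1.5 times, and the values of vehicle replicate 4 for several gene groups.

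**Figure D1:**
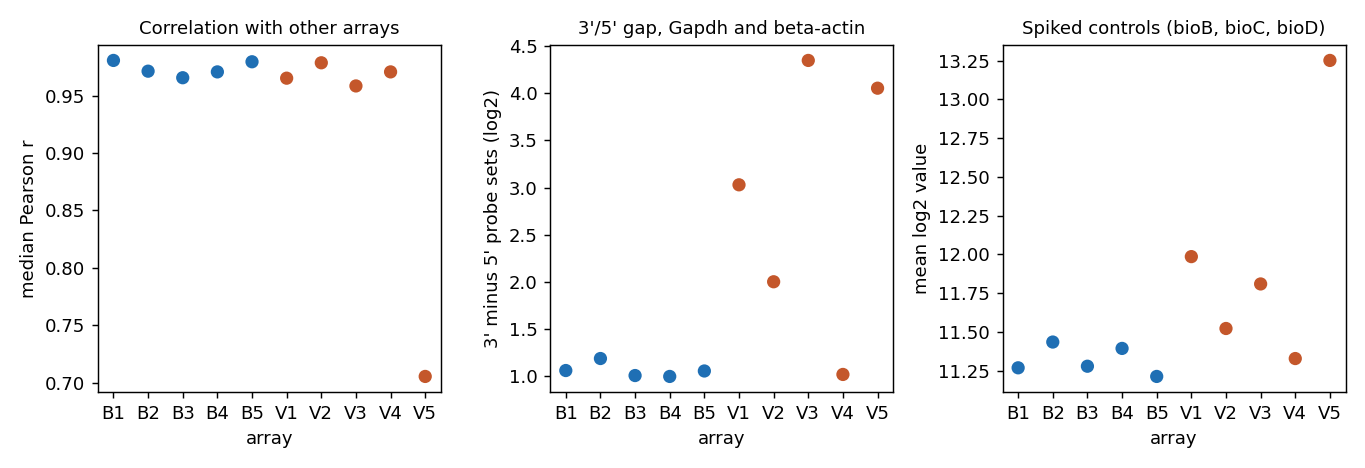
Median Pearson r with the other arrays, the 3'/5' gap of Gapdh and beta-actin in log2, and the mean log2 value of the spiked controls, for each baricitinib array (B1 to B5, blue) and vehicle array (V1 to V5, orange). V5 had a median r of 0.705, and V4 was the only vehicle array with a gap within the baricitinib range of 0.99 to 1.18.

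Interferon-induced chemokines and cytotoxic T lymphocyte genes gave the largest differences among the ALADIN genes, and these were seen on 4 of the 5 baricitinib arrays. Cxcl9, Cxcl10 and Cxcl11 encode the interferon-induced ligands of the T cell receptor CXCR3. Their mean values were 8.01 ± 2.60, 7.18 ± 2.49 and 5.96 ± 3.01 log2 in baricitinib treated skin and 11.05 ± 2.89, 10.32 ± 2.16 and 10.11 ± 2.12 in vehicle control skin (SD, n = 5). The antiviral GTPase gene Mx1 was at 7.73 ± 1.51 and 9.44 ± 1.65. In baricitinib replicates 1 to 4 Cxcl11 lay between 4.34 and 5.03 log2, and in baricitinib replicate 5 it was 11.32, within the range of vehicle replicates 1 to 4 (10.20 to 11.49). Vehicle replicate 5 was at 6.44. A dimmer Cxcl11 probe set placed these 2 arrays otherwise: baricitinib replicate 5 was at 6.85, below every vehicle array (7.15 to 10.06), and vehicle replicate 5 was the highest (difference -3.39). Gzmb, which encodes the cytotoxic protease granzyme B, was at 3.64 to 4.04 in baricitinib replicates 1 to 4, at 9.69 in baricitinib replicate 5, at 9.19 to 10.96 in vehicle replicates 1 to 4 and at 4.76 in vehicle replicate 5. Cd8a, encoding the CD8 alpha chain, differed by -3.80 and Icos, a T cell costimulatory receptor gene, by -1.50. Prf1, encoding perforin, gave 1.05 by its brighter probe set and -0.25 by the other, so its direction was not settled. Its brighter probe set was at 7.80 in vehicle replicate 4, as in the baricitinib arrays (7.51 to 7.92), and at 5.97 to 7.11 in the other vehicle arrays. Single ALADIN genes were not past the threshold (limma adjusted p 0.237 for Prf1 to 0.876 for Krt82).

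The ALADIN IFN score was 1.65 z units lower in baricitinib treated than in vehicle control skin (difference -1.65, exact permutation p = 0.0198, adjusted p = 0.0595) and the CTL score 1.14 lower (difference -1.14, exact permutation p = 0.0476, adjusted p = 0.0714), so neither passed after adjustment over the 3 scores. In both scores, which average all probe sets of a gene, 4 of 5 baricitinib arrays lay below the lowest vehicle array, vehicle replicate 5 included. Baricitinib replicate 5 did not. With only the brightest probe set of each gene this order did not hold. The IFN gene median was then 6.49 log2 in vehicle replicate 5 and 6.96 in baricitinib replicate 4. The CTL gene median was 5.52 in vehicle replicate 5 and 5.60 to 6.07 in baricitinib replicates 1 to 3. As mean log2 values of the genes the 2 differences were past the threshold: IFN genes averaged 6.76 ± 2.12 against 9.72 ± 1.59 and CTL genes 5.56 ± 1.20 against 7.28 ± 1.09 (SD, n = 5, exact permutation p = 0.0317 and adjusted p = 0.0476 for each). Without vehicle replicate 5 the score differences became -8.59 and -4.20 because the z-scores then rested on a smaller vehicle SD, with exact permutation adjusted p = 0.0714 for each, while the mean log2 differences were -2.96 and -1.72 with all arrays and -3.65 and -2.19 without it. Of the 10 arrays left out in turn, baricitinib replicate 5 was the one whose omission brought both scores past the threshold (-2.15 and -1.52, exact permutation adjusted p = 0.0238 for each). Vehicle replicate 4, with a small 3'/5' gap, had an IFN gene mean of 10.74 log2, the highest of all arrays.

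**Figure D2:**
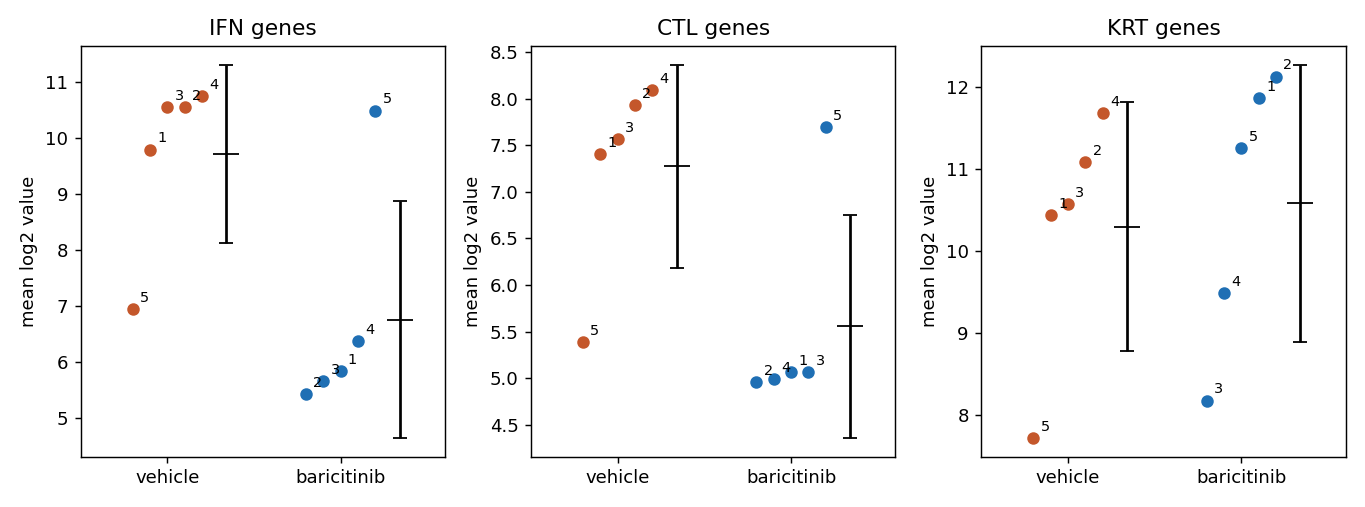
Mean log2 value of the measured IFN, CTL and KRT genes on each array, with the replicate number beside each point and the group mean ± SD in black (n = 5). Baricitinib replicates 1 to 4 lay between 5.43 and 6.37 for the IFN genes, and baricitinib replicate 5 at 10.49 lay among vehicle replicates 1 to 4.

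**Figure D3:**
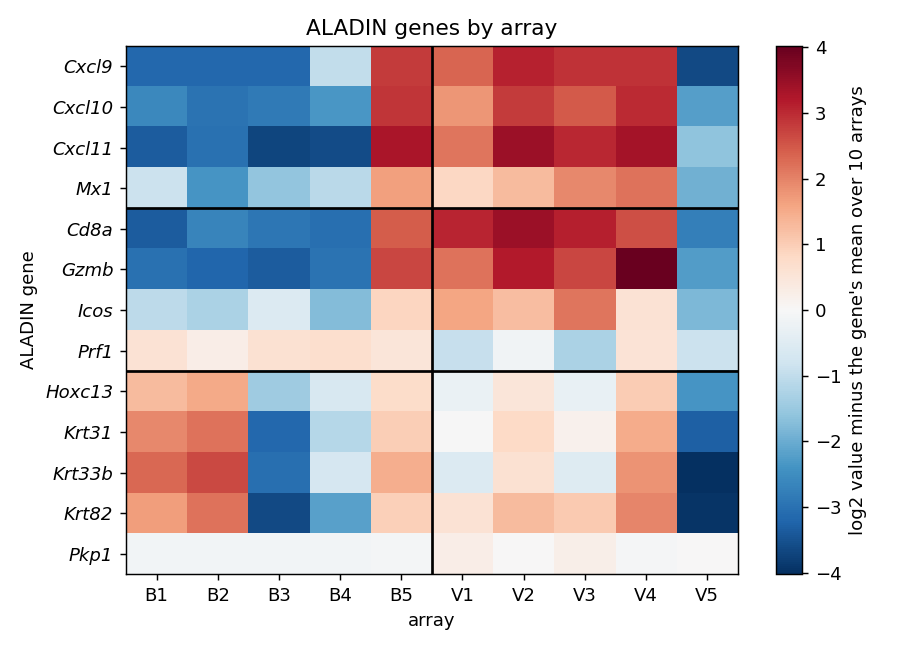
Each ALADIN gene (rows: IFN, CTL and KRT genes from top to bottom) on each array (columns, B for baricitinib and V for vehicle), as its log2 value minus the gene's mean over the 10 arrays. For Gzmb, B1 to B4 were at 3.64 to 4.04 log2 and B5 at 9.69.

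Hair keratin genes did not separate the groups. The KRT score difference was -0.07 (exact permutation p = 0.944, adjusted p = 0.944) and became -0.84 without vehicle replicate 5 (exact permutation adjusted p = 0.421), but 0.24, 0.068, 0.0056 and 0.071 without baricitinib replicate 3 or 4 or vehicle replicate 2 or 4, and the mean log2 value of its genes was 10.58 ± 1.69 in baricitinib treated and 10.30 ± 1.52 in vehicle control skin (SD, n = 5), a difference of the other sign (0.28, and -0.36 without that array). Baricitinib arrays were spread widely. Krt31, a hair shaft keratin, was at 12.63 and 12.89 log2 in baricitinib replicates 1 and 2, at 7.55 and 9.55 in replicates 3 and 4 and at 11.69 in replicate 5, against 10.68 to 12.19 in vehicle replicates 1 to 4 and 7.40 in vehicle replicate 5. Differences were 0.59 for the hair keratin regulator Hoxc13 (0.07 without vehicle replicate 5), 0.33 for Krt31 (-0.46), 1.08 for Krt33b (0.21), -0.38 for Krt82 (-1.41, but 0.47, 0.11 and 0.063 without baricitinib replicate 3 or 4 or vehicle replicate 4) and -0.19 for the desmosomal gene Pkp1. Pkp1 was lower in every baricitinib array (13.06 to 13.10) than in any vehicle array (13.12 to 13.43), of which vehicle replicate 4 was the lowest. The list of 19 measured hair shaft keratins and keratin-associated proteins had a median difference of 1.07, which became -0.05 without vehicle replicate 5, and the 11 inner root sheath genes 0.65 and -0.46. For hair shaft genes without vehicle replicate 5 fry's direction was up although the median was negative. The fry adjusted p was 0.630 and 0.726 for these lists and 0.948 for the ALADIN hair keratin genes (median 0.33, and -0.21 without that array). The 16 hair matrix and anagen regulators had a median of 0.40 (0.04 without it, adjusted p = 0.621). With RNA quality as a covariate the hair shaft, inner root sheath and hair matrix medians turned negative (-0.94, -1.17 and -0.46), and so did the ALADIN keratin median (-1.01). That adjustment rested almost wholly on the vehicle arrays, vehicle replicate 5 included, so these changes of sign cannot be assigned to RNA quality. Vehicle replicate 4 was the highest vehicle array for these 4 lists, at 11.75, 11.73, 9.61 and 11.50 against 10.17 to 11.12, 10.23 to 11.23, 8.36 to 8.83 and 9.88 to 10.67 in vehicle replicates 1 to 3. The ALADIN keratin median was also negative without baricitinib replicate 1 (-0.12) or 2 (-0.18), as was Krt31, its middle gene. Krtap6-2 (1.70, and 0.41 without vehicle replicate 5), Padi3 (1.43 and 0.33) and the growth factor gene Fgf18 (2.77) had the largest differences of these lists and were not past the threshold. With vehicle replicate 5 left out, Fgf18 was higher in every baricitinib array (5.48 to 9.84) than in the vehicle arrays (4.62 to 4.90), and it was at 6.37 in vehicle replicate 5. Adjusted over the list alone, 0 genes passed in each of these 4 lists, as over all probe sets.

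Across all probe sets, 0 passed an adjusted p of 0.05 in limma and the smallest adjusted p was 0.221. At an unadjusted p under 0.05 there were 6680 (14.8%, against 5% by chance), 4148 higher and 2532 lower in baricitinib treated skin. The groups did not overlap at 2304 probe sets (5.12%, against 0.794% by chance). The adjusted count without vehicle replicate 5 was again 0 (smallest adjusted p 0.0733) with 12559 at an unadjusted p under 0.05. None of the 45 named genes passed in either fit. The count depended on 2 other arrays. It was 848 without vehicle replicate 4 and 12 without baricitinib replicate 5, and with array quality weights it was 9676. The weights were lowest for vehicle replicates 5 (0.03) and 4 (0.50) and highest for baricitinib replicate 1 (5.43). The other arrays had weights of 1.09 to 2.05.

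None of the 36 gene lists passed by fry with all arrays (lowest adjusted p 0.0591, 8 at an unadjusted p under 0.05). When vehicle replicate 5 was left out 3 lists passed, each at an adjusted p of 0.0439: T cell markers and epidermal differentiation genes were lower and hair follicle stem cell markers higher in baricitinib treated skin. With RNA quality as a covariate on the same 9 arrays 0 lists passed (4 at an unadjusted p under 0.05). That adjustment rested almost wholly on the vehicle arrays, so it does not tie the 3 calls to RNA quality. Vehicle replicate 4 had the lowest median of vehicle replicates 1 to 4 for both the stem cell and the epidermal genes. For the stem cell genes it was at 9.40, the farthest of these 4 from the baricitinib range of 9.73 to 10.23. Vehicle replicates 1 and 2 lay within that range (10.04 and 10.14), and vehicle replicate 3 below it (9.42). For the epidermal genes vehicle replicate 4 was at 12.04, the nearest of these 4 to the range of 11.64 to 12.00. Camera with an estimated correlation gave the 3 lists an adjusted p of 0.438. Camera with the preset correlation called 18 lists with all arrays, 10 lower and 8 higher, and with an estimated correlation 0, the lowest adjusted p being 0.469.

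**Figure D4:**
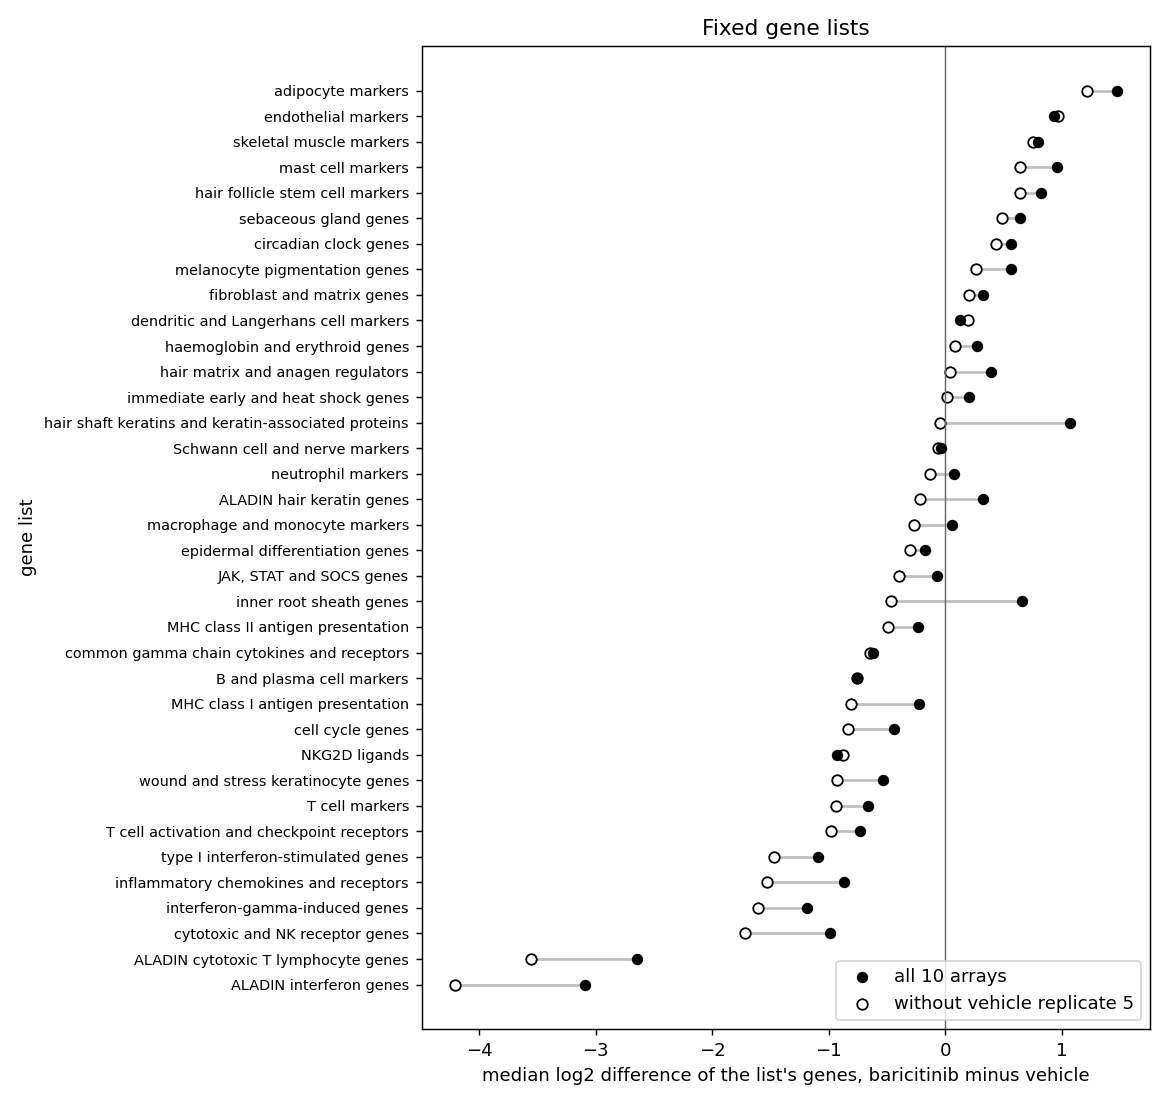
Median log2 difference (baricitinib minus vehicle) of the measured genes of each fixed list, with all 10 arrays (filled) and without vehicle replicate 5 (open). The ALADIN interferon and cytotoxic lists lay lowest, at -3.09 and -2.65 with all arrays, and adipocyte markers highest, at 1.48.

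Interferon-stimulated genes had lower values in baricitinib treated skin in nearly every case. Of 24 measured type I interferon-stimulated genes 23 had a negative difference, with a median of -1.09 (-1.47 without vehicle replicate 5, where all 24 were negative), and of 21 interferon-gamma-induced genes 18 did, with a median of -1.19 (-1.61). Oasl2, a type I interferon-induced gene, was at 8.20 ± 1.47 log2 in baricitinib treated and 10.64 ± 1.26 in vehicle control skin (SD, n = 5, difference -2.45). The fry adjusted p of these lists was 0.322 and 0.417, and that of the ALADIN interferon genes 0.263 (median -3.09). Adjusted over the list alone, 1 type I gene and 0 interferon-gamma-induced and ALADIN genes passed, against 0 over all probe sets, and without vehicle replicate 5 these counts were 16, 12 and 4. Baricitinib replicate 5 was again at vehicle level, with a type I list median of 9.92 against 7.17 to 8.03 in the other baricitinib arrays. Vehicle replicate 5 was at 7.43 and vehicle replicate 4 at 10.39. The arrays with a small 3'/5' gap, all baricitinib arrays and vehicle replicate 4, thus spanned 7.17 to 10.39, so a small gap alone did not set the median. Within the vehicle group the narrowest gap (1.01) went with the highest median, and vehicle replicate 5 (gap 4.06) was the lowest. Vehicle replicate 3 had the widest gap (4.35) but a median of 10.01, above vehicle replicates 1 (9.59) and 2 (9.75), whose gaps were narrower. The medians of the vehicle arrays thus did not follow the gap throughout. A contribution of RNA quality within the vehicle group stays open. The 19 inflammatory chemokine genes had a median of -0.87 (-1.53, adjusted p = 0.284), with 18 negative and 2 past the threshold adjusted over the list alone; Ccl5, a chemoattractant for T cells, differed by -2.92. MHC class I genes had a median of -0.22 (-0.81, adjusted p = 0.726) and MHC class II genes -0.24 (-0.49, adjusted p = 0.786). The class I median turned positive without baricitinib replicate 2 (0.088) or vehicle replicate 4 (0.044), and the class II median without baricitinib replicate 2 (0.059). The largest differences in the 2 lists were in Nlrc5, the activator of MHC class I genes (-0.97), and the lysosomal protease gene Ctss (-1.06), and 0 and 1 of their members passed adjusted over the list alone. The JAK, STAT and SOCS genes had a median of -0.07 (-0.40, adjusted p = 0.754), which turned positive without baricitinib replicate 2 (0.017) or vehicle replicate 2 (0.0095), 3 (0.012) or 4 (0.0078). Socs3, a feedback inhibitor of cytokine signalling that JAK-STAT signalling induces, was lower in each baricitinib array (8.31 to 9.61) than in any vehicle array (9.75 to 10.93), with a difference of -1.28 ± 0.29 (SE, limma adjusted p = 0.221). In that list 2 genes passed adjusted over the list alone.

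T cell and cytotoxic genes also had mostly negative differences. Of 15 T cell markers 14 had a negative difference (median -0.67, adjusted p = 0.263), and of 19 cytotoxic and NK receptor genes 17 did (median -0.99, adjusted p = 0.284). Without vehicle replicate 5 the medians were -0.94 and -1.72, and 11 and 13 members passed adjusted over the list alone, against 0 and 0 with all arrays and 0 over all probe sets in either case. Of these members 11 and 12 were lower, and Prf1 was higher by its brighter probe set (0.97). Gzma, encoding granzyme A, was at 3.21 to 6.42 log2 in baricitinib replicates 1 to 4, 10.92 in replicate 5, 11.12 to 11.74 in vehicle replicates 1 to 4 and 3.10 in vehicle replicate 5. The T cell receptor kinase gene Zap70 differed by -1.48. Medians were -2.65 for the ALADIN cytotoxic T lymphocyte genes (adjusted p = 0.489), -0.73 for T cell activation and checkpoint receptors (adjusted p = 0.546), led by Tnfrsf9 (-2.38), and -0.62 for the common gamma chain cytokines and receptors (adjusted p = 0.344), led by Il7r (-1.06). Adjusted over the list alone 3 ALADIN cytotoxic genes passed, 2 lower and 1 higher, and 0 genes of the checkpoint and gamma chain lists. Without baricitinib replicate 2 the T cell, checkpoint and gamma chain medians were -0.42, -0.43 and -0.38. Only 2 of 9 NKG2D ligand genes were measured (median -0.93, adjusted p = 0.0591, 1 past the threshold adjusted over the list alone); H60c, a ligand of the activating receptor NKG2D, was at 8.12 ± 0.55 in baricitinib treated and 9.63 ± 0.77 in vehicle control skin (SD, n = 5). B and plasma cell markers had a median of -0.76 (adjusted p = 0.322), 9 of 11 being negative and 0 past the threshold adjusted over the list alone, and Jchain, the joining chain of secreted antibody, differed by -2.45. For T cell markers vehicle replicate 4 had the lowest median of vehicle replicates 1 to 4 (7.17), below that of baricitinib replicate 5 (7.31).

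Markers of other leukocytes did not move together. Mast cell markers were higher in 9 of 10 cases, with a median of 0.96 (0.64 without vehicle replicate 5, adjusted p = 0.111) and 3 genes past the threshold adjusted over the list alone. Mcpt4, a mast cell protease gene, was at 8.84 to 10.35 log2 in the baricitinib arrays and 4.77 to 8.05 in the vehicle arrays, with a difference of 2.66 ± 0.59 (SE, limma adjusted p = 0.221). Dendritic and Langerhans cell markers had a median of 0.13 (0.19 without vehicle replicate 5, adjusted p = 0.459) and 1 gene past the threshold adjusted over the list alone. The median ran from 0.095 without baricitinib replicate 3 to 0.25 without vehicle replicate 4, and was -0.14 with RNA quality as a covariate. These markers differed in both directions, and the fry test for change in either direction gave 5.38e-04 before adjustment. Cd209a, encoding a C-type lectin of dendritic cells, was 2.43 ± 0.34 higher (SE, limma adjusted p = 0.221) and separated the groups, at 6.34 to 7.89 against 3.91 to 4.96. Macrophage and monocyte markers (median 0.06, adjusted p = 0.948) and neutrophil markers (0.08, adjusted p = 0.948) each had as many positive as negative members and 0 past the threshold adjusted over the list alone. Both medians turned negative without vehicle replicate 5 (-0.26 and -0.13), without baricitinib replicate 5 (-0.071 and -0.095) and with cyclic loess normalisation (-0.10 and -0.07), and for both lists fry's direction was up while camera's was down. The mast cell median of vehicle replicate 4 (7.70) was just below the lowest baricitinib array (7.71), and the other vehicle arrays were at 5.18 to 7.31. Vehicle replicate 4 was also the highest vehicle array for Mcpt4 (8.05) and Cd209a (4.96). The complement gene C1qa (1.80, and 0.98 without vehicle replicate 5) and the granulocyte enzyme gene Mpo (0.84, and 0.30 without baricitinib replicate 4) had their largest differences.

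Most wound and stress keratinocyte genes (10 of 14) had negative differences, and most follicle stem cell and sebaceous genes positive ones, without passing the tests with all arrays. Krt6b, a keratin of wounded and hyperproliferative epidermis, had the largest difference of all named genes (-5.28 ± 1.81, SE, limma adjusted p = 0.264). It was at 2.74 to 5.98 log2 in baricitinib replicates 1 to 4, 9.26 in baricitinib replicate 5, 10.84 to 12.19 in vehicle replicates 1 to 4 and 3.80 in vehicle replicate 5. The 14 wound and stress keratinocyte genes had a median of -0.53 (-0.93 without vehicle replicate 5, adjusted p = 0.554), the 16 epidermal differentiation genes -0.18 (-0.30, adjusted p = 0.630) and the 18 cell cycle genes -0.44 (-0.83, adjusted p = 0.630). Adjusted over the list alone 2 wound and stress, 2 epidermal and 0 cell cycle genes passed. The wound and stress median was -0.20 without vehicle replicate 4, the epidermal median -0.11 without baricitinib replicate 2 and the cell cycle median -0.12 without baricitinib replicate 4. The largest difference among epidermal genes was in the cornified envelope enzyme gene Tgm1 (1.35, and 0.62 without vehicle replicate 5), opposite in sign to its list and at 9.96 in vehicle replicate 4 against 8.88 to 9.65 in the baricitinib arrays, and among cell cycle genes in the mitotic checkpoint gene Bub1 (-1.35, and -0.72 without baricitinib replicate 4). Hair follicle stem cell markers had a median of 0.82 (0.64, adjusted p = 0.0591), 10 of 12 being positive and 2 past the threshold adjusted over the list alone. Krt15, a keratin of the follicle bulge and basal epidermis, was at 13.19 ± 0.63 in baricitinib treated and 10.70 ± 1.02 in vehicle control skin (SD, n = 5), with no overlap. Vehicle replicate 4 was the highest vehicle array for Krt15 (11.89). All 10 sebaceous gland genes were positive (median 0.64, 0.49, adjusted p = 0.0591, 0 past the threshold adjusted over the list alone), led by the lipid droplet gene Cidea (2.44, and 1.37 without vehicle replicate 5). Melanocyte genes had a median of 0.57 (0.26, adjusted p = 0.621, 0 past the threshold adjusted over the list alone) and Mlana differed by 1.28 (0.56 without vehicle replicate 5). The melanocyte median became -0.0017 without baricitinib replicate 2 and -0.55 with RNA quality as a covariate, and vehicle replicate 4 was at 9.10 against 7.13 to 7.44 in vehicle replicates 1 to 3.

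Markers of fat, vessels and muscle had higher values in baricitinib treated skin, again without passing as lists. All 9 adipocyte markers had a positive difference (median 1.48, 1.22 without vehicle replicate 5, adjusted p = 0.0591, 6 past the threshold adjusted over the list alone), and Lep, encoding the fat hormone leptin, was at 8.13 ± 0.92 log2 against 5.46 ± 0.82 (SD, n = 5). All 12 endothelial markers were positive (0.93, 0.97, adjusted p = 0.0591, 9 past it over the list alone), with Tie1, an endothelial receptor gene, at 7.29 ± 0.85 against 5.57 ± 0.83. Of 15 skeletal muscle markers 13 were positive (0.80, 0.75, adjusted p = 0.0874, 6 past it), and the muscle creatine kinase gene Ckm differed by 1.67. Fibroblast and matrix genes had a median of 0.33 (0.20, adjusted p = 0.322, 2 past it), with the matrix proteoglycan gene Dcn at 1.21, and circadian clock genes 0.56 (0.44, adjusted p = 0.0806, 4 past it), with Per1, a repressor of the clock, at 1.89. Vehicle replicate 4, with a small 3'/5' gap, had list medians of 9.66 for adipocyte, 7.31 for endothelial, 10.79 for muscle and 8.73 for clock genes. The baricitinib ranges were 9.83 to 11.58, 7.36 to 8.83, 11.59 to 12.11 and 8.58 to 9.49. Vehicle replicate 4 lay within the clock range alone and was the lowest of vehicle replicates 1 to 4 for muscle. For the named genes of these and the fibroblast list it was instead the highest vehicle array. Its values were 6.52 for Lep, 6.32 for Tie1, 9.19 for Ckm, 11.63 for Dcn and 8.10 for Per1. For Ckm this was above baricitinib replicate 2 (8.39). Vehicle replicates 2 and 3 lay within the adipocyte range (9.89 and 10.16) and vehicle replicates 1 to 3 within the clock range (8.65 to 8.95), and vehicle replicate 2 was just below the muscle (11.58) and endothelial (7.32) ranges. Schwann cell and nerve markers (-0.04, -0.06, adjusted p = 0.426, 1 past it, fry direction up; median 0.13 with quantile normalisation, and 0.070, 0.10, 0.0011, 0.11 and 0.039 without baricitinib replicate 4 or 5 or vehicle replicate 1, 2 or 3) with S100b at 0.94, haemoglobin and erythroid genes (0.28, 0.08, adjusted p = 0.630, 0 past it) with Hbb-b2 at 0.54 (0.29 without vehicle replicate 5), and immediate early and heat shock genes (0.21, 0.02, adjusted p = 0.754, 0 past it) with Ier3 at 1.49 (0.62 without it) gave small medians. With RNA quality as a covariate the probe sets at an unadjusted p under 0.05 numbered 884, and 0 passed after adjustment. The lower number cannot be assigned to RNA quality, because the covariate rested almost wholly on the vehicle arrays.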

Values the study reported

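In the prevention experiment the study followed hair loss in 10 mice given baricitinib and 10 given placebo by pump, and the exact log-rank test of the time to hair loss gave a p of 0.0035.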

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

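The tests of RNA degradation and of sample amount on vehicle replicate 5, and of RNA degradation on the interferon genes, were chosen after the values were seen. So was the omission of vehicle replicates 4 and 5 together, on which another test rests. The wrong label test of baricitinib replicate 5 and the splits without vehicle replicate 5 concern arrays picked out by their values. They are therefore not counted as set out before. The remaining tests in this part were set out before. Within each group the gap between the farthest array and its nearest neighbour was divided by the group's range (Dixon's ratio), and 49 of 176 group values exceeded the 95% critical value, where chance gives about 9. Vehicle replicate 5 accounted for 34, baricitinib replicate 5 for 14 and another array for 1. The genes and lists overlap, so these are far fewer than 49 independent events.

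Vehicle replicate 5 stood apart in the SD of its values (Dixon's ratio 0.874) and in its median correlation with the other arrays (0.926). Its IFN and KRT scores were low (ratios 0.719 and 0.863). So were its medians for the ALADIN interferon (0.762) and cytotoxic (0.878) genes, type I interferon-stimulated (0.731) and interferon-gamma-induced (0.781) genes, MHC class I (0.760), checkpoint receptors (0.849), JAK, STAT and SOCS genes (0.867), chemokines (0.790), mast cell markers (0.743), hair shaft keratins (0.725), inner root sheath (0.730), epidermal differentiation (0.767), wound and stress keratinocyte (0.817), cell cycle (0.856), erythroid (0.814) and clock genes (0.741). Single genes were Cxcl9 (0.889), Cxcl10 (0.763), Cxcl11 (0.745), Cd8a (0.862), Gzmb (0.714), Krt82 (0.763), Oasl2 (0.861), Gzma (0.928), Ccl5 (0.833), Mcpt4 (0.742), Krtap6-2 (0.746), Krt6b (0.838) and Per1 (0.784), all low, and Fgf18 (0.841), high. Degraded RNA stays open. Vehicle replicate 3 had a wider mean 3'/5' gap (4.35 against 4.06) and a median correlation of 0.959 with the other arrays, but the 2 genes disagreed, since its Gapdh gap was wider (4.87 against 2.94) and its beta-actin gap narrower (3.83 against 5.18). Too little labelled sample may account for it, since the spiked controls were 1.27 log2 above the highest other array, more than the range of 0.77 among the other 9. No biological explanation was tested for this array, and the labels do not say whether it is the vehicle array that the study left out.

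Baricitinib replicate 5 was far above the other baricitinib arrays in the IFN (ratio 0.806) and CTL (0.831) scores, in the medians of the ALADIN interferon (0.823) and cytotoxic (0.834) genes, cytotoxic and NK receptor genes (0.795) and B and plasma cell markers (0.799), and in Cxcl10 (0.891), Cxcl11 (0.902), Cd8a (0.879), Gzmb (0.934), Tnfrsf9 (0.825), Ccl5 (0.852) and Jchain (0.715). Its S100b value was low (0.751). RNA quality does not order the interferon genes in this way, since vehicle replicate 4, with a 3'/5' gap as small as those of baricitinib replicates 1 to 4, exceeded the highest of them by 4.38 log2 in the mean of the IFN genes, against a range of 0.94 among those 4, and baricitinib replicate 5 (gap 1.05) was at 10.49. A vehicle sample carrying the wrong label remains possible for baricitinib replicate 5. At 277 probe sets that separated baricitinib replicates 1 to 4 from vehicle replicates 1 to 4 by at least 1 log2 unit it lay nearer the vehicle mean at 90.6%, and vehicle replicates 1 to 3, held out in the same way, did so at 85.6%, 97.0% and 97.6%, but vehicle replicate 4 at 55.2%. At the separating probe sets that were higher in baricitinib treated skin its share was 66.7%. This was below the 92.7% to 97.7% of vehicle replicates 1 to 3 and above the 35.6% of vehicle replicate 4. Baricitinib replicate 2, held out in the same way, was at 59.6%, and baricitinib replicates 1, 3 and 4 were at 0% to 12.2%. The share thus excludes neither a wrong nor a correct label. A treated mouse whose skin was inflamed would give the same values, so the test does not separate the 2. Baricitinib replicate 5 lay above every vehicle array in the muscle (12.10 against at most 11.58), fibroblast (11.74 and 11.41) and sebaceous (9.97 and 9.73) medians. It lay within the vehicle range for adipocyte (9.83), stem cell (9.76) and clock (8.76) medians, so these lists do not decide the label. A failure of treatment in 1 mouse stays open and untested. The study reported consistent hair growth in treated mice, and IFN and CTL scores that set apart effectively treated mice. The labels give no outcome per array. In the melanocyte list baricitinib replicate 2 was high (ratio 0.744).

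Leaving out vehicle replicates 4 and 5 together gave 11278 probe sets past an adjusted p of 0.05 in limma, the most of the omissions tried. Vehicle replicate 4 was the vehicle array with a small 3'/5' gap. It lay nearer the baricitinib mean than that of vehicle replicates 1 to 3 at 84.7% of these probe sets. The share was 38.1% for the 21 T cell and cytotoxic genes among them and 0% for the 13 interferon genes. These shares do not decide whether RNA degradation lies behind the calls, because the count was 0 when vehicle replicate 5 alone was left out, and the probe sets were called only once its values were removed. RNA quality, another trait of that mouse and the effect of treatment all stay open here.

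Other splits of the arrays into groups of the same sizes were fitted, 100 in each case with the real one included. With all 10 arrays the adjusted counts of probe sets and of gene lists were 0 in the real split and at most 0 in the others, so 100 of 100 splits gave as many for both counts. A count of 0 is reached by any split, and this comparison says nothing about chance. The count at an unadjusted p under 0.05 was 6680 and the highest other was 7283, and 2 of 100 splits gave as many, so chance can be excluded for it at the 5% level. Without vehicle replicate 5 the corresponding count was 12559 against a highest other of 13921, again reached in 2 of 100 splits, and the count of gene lists past the threshold was 3 against 23, also reached in 2 of 100. In both sets the split with more probe sets than the real one put vehicle replicate 4 with baricitinib replicates 1, 3, 4 and 5, all arrays with a small 3'/5' gap. It also put baricitinib replicate 2, with a gap of 1.18, with the wide-gap vehicle arrays, so it did not follow RNA quality fully. Without vehicle replicate 5 that split called 2676 probe sets past the adjusted threshold, where the real split called 0, which points to a structure of the samples. It differs from the real split only in exchanging baricitinib replicate 2 and vehicle replicate 4, so a structure other than treatment was not separated from treatment with 2 atypical arrays.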

How the results depend on the processing

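Settings that leave out vehicle replicate 5 together with another array, the covariate or camera were chosen after seeing the data. The count of 0 probe sets held with the dim probe set filter, every normalisation, trend and robust eBayes, 1 probe set per gene, fewer probe sets, the fold minimum and the RNA quality covariate, the last also without vehicle replicate 5. It was 9676 with array weights. Over arrays left out it ran from 0 to 848 with 1 array (vehicle replicate 4) and up to 11278 with 2 (vehicle replicates 4 and 5). Without vehicle replicate 5 and baricitinib replicate 5 the count was 1551, 648 higher and 903 lower. With replicate number as a block it was 0 (5441 unadjusted). The numbers did not pair mice: deviations of equally numbered arrays correlated at -0.227 to 0.088, and 1 of 5 arrays per group correlated best with its own number. The block changed no call.

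Gene lists past the threshold numbered 6 after the dim probe set filter and 17 with array weights. Camera at the preset correlation gave 18 (22 without vehicle replicate 5) but 0 at an estimated one in both cases. With 1 array left out the count ran from 0 to 7 (7 without baricitinib replicate 5). With 2 left out it ran up to 20, reached without vehicle replicate 5 and baricitinib replicate 5 (15 lower and 5 higher). The cause was not tested.

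The IFN difference passed as mean log2 (-2.96) and with centring (-1.69). The CTL difference passed as mean log2 (-1.72), as a median over genes (-1.41) and with centring (-1.28). Adjusted p over the settings without omissions ran from 0.0476 to 0.214 for IFN and 0.345 for CTL, both highest with the brightest probe set. Both also passed without baricitinib replicate 5 (-2.15 and -1.52). With arrays left out the differences ran from -27.9 to -1.39 and from -6.08 to -0.765. The KRT difference turned positive as mean log2 (0.28), as a median over genes (0.19) and in the leave-out range of -1.38 to 0.24.

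No reversed list or gene was past a threshold in either setting, and the cause was not tested. The macrophage median was -0.015 with centring, -0.035 with quantile, -0.10 with cyclic loess normalisation and -0.30 with array weights. Neutrophil markers gave -0.065 (loess) and -0.12 (weights), and Schwann cell markers 0.13 (quantile), 0.17 (loess) and 0.075 with a gene's probe sets averaged. Averaging also gave 0.037 for MHC class II and -0.021 for dendritic markers. Weights gave -0.048 for inner root sheath and -0.025 for immediate early genes. The RNA quality covariate gave -0.64 for Hoxc13, -1.21 for Krt31, -1.01 for Krt33b and for the ALADIN keratin median, -0.76 for C1qa, -0.71 for Krtap6-2, -1.17 for Padi3 and for inner root sheath, -1.06 for Mlana, -0.48 for Tgm1, -0.60 for Ier3, -0.45 for macrophage, -0.14 for dendritic, -0.94 for hair shaft, -0.46 for hair matrix, -0.55 for melanocyte, 0.29 for Schwann cell, -0.061 for erythroid and -0.087 for immediate early lists. With arrays left out, Krt31 ran from -0.46 to 1.15, Krt82 from -1.41 to 0.47, and list medians from -0.21 to 1.02 (ALADIN keratin), -0.81 to 0.09 (MHC class I), -0.49 to 0.059 (MHC class II), -0.40 to 0.017 (JAK, STAT and SOCS), -0.26 to 0.19 (macrophage), -0.13 to 0.17 (neutrophil), -0.046 to 1.82 (hair shaft), -0.46 to 1.30 (inner root sheath), -0.0017 to 0.99 (melanocyte) and -0.065 to 0.11 (Schwann cell).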

Other observations

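Some of the widest separations were in genes outside the 45 named ones. Those given here were chosen after their values were seen, from the 12 lowest and the 12 highest differences among genes whose groups did not overlap over the 10 arrays, and not all of those are given. There were 1024 such genes of 18193 (5.63%, where chance gives 0.794%), 332 lower and 692 higher in baricitinib treated skin, and none was past the limma threshold. Ccr1, a receptor for inflammatory chemokines, was at 3.73 ± 1.17 log2 in baricitinib treated and 7.26 ± 1.28 in vehicle control skin (SD, n = 5), and Cxcl2, a neutrophil chemoattractant of the fixed chemokine list, at 3.98 ± 1.31 and 6.88 ± 0.64. Inhba, encoding an activin subunit, was at 5.21 ± 0.44 and 6.94 ± 0.72, and Hrnr, a cornified envelope gene, at 10.56 ± 0.69 and 12.10 ± 0.48. Unlike most inflammatory genes, Ccr1 was not low in vehicle replicate 5 (9.18). Baricitinib replicate 5 (5.78) lay between the other baricitinib arrays (2.95 to 3.51) and the lowest vehicle array (6.08). The choice of genes without overlap required both arrays to lie on the side of their own group, so this contrast was largely fixed by it.

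Among higher genes Ifitm6, of the interferon-induced transmembrane family, was at 10.36 ± 1.21 in baricitinib treated and 7.07 ± 0.70 in vehicle control skin (SD, n = 5), opposite in sign to the interferon lists. Hamp2, a hepcidin gene, was at 11.12 ± 1.17 and 7.85 ± 1.56, and Sncg, a synuclein gene expressed in fat cells, at 9.31 ± 0.91 and 6.74 ± 0.90. The lipid droplet gene Cidec (2.49) and the mast cell protease gene Tpsb2 (2.37), both members of fixed lists, also separated the groups. For Ifitm6, vehicle replicate 4 was at 6.82, within the range of the other vehicle arrays (6.52 to 8.29). This is 1 array and a gene chosen for its separation, so it does not decide whether RNA quality contributed. In other genes vehicle replicate 4 lay nearer the baricitinib arrays than any other vehicle array did, as the highest for Sncg (7.74) and Tpsb2 (7.56) and the lowest for Hrnr (11.55).

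Baricitinib replicate 5 and vehicle replicate 4 were the most similar pair of arrays in the series (r = 0.994), above any pair within a group (highest 0.992).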
